A study of Mus musculus with 18 samples. Its data were reported in "PRRX1 is a master transcription factor of stromal fibroblasts for myofibroblastic lineage progression" (2022).

How the data were processed

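RNA was sequenced from cancer cells of 2 mouse lines that had been grown as spheroids in hanging drops, either alone or mixed with fibroblasts at 3 fibroblasts per cancer cell. 168FARN is a mouse breast cancer line, and it was mixed with cancer-associated fibroblasts (CAFs) from mammary tumours of MMTV-PyMT mice. LLC1 is a mouse lung cancer line, and it was mixed with wound healing fibroblasts taken from skin on day 10 after wounding. The fibroblasts were either WT, carrying a control guide RNA, or sgPrrx1, in which the transcription factor gene Prrx1 had been deleted with CRISPR/Cas9. The cancer cells carried GFP and, per the study's methods, were sorted from the spheroids before RNA was extracted. The paper's results section instead calls the fibroblasts GFP-expressing, so how well the sort could part the cells is unclear. Deletion was in the fibroblasts only, so the level of Prrx1 in these libraries does not check the labels. Each line had 3 groups (alone, WT coculture and sgPrrx1 coculture) with 3 libraries per group, 18 libraries in all, and the groups and replicate numbers were taken from the sample titles and characteristics. Whether the 3 libraries of a group came from separate cocultures, sorts or fibroblast preparations is not stated. The p-values below therefore measure the spread between libraries. They cannot tell the deletion of Prrx1 from another difference between the fibroblast cultures. Fibroblasts cultured without cancer cells were not analysed here.

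The authors deposited a table of raw read counts per gene for each line. The authors trimmed the 100 bp paired reads with Trimmomatic, aligned them to the mouse genome build mm10 with STAR, sorted them with samtools and counted them per gene symbol with HTSeq. Whether the counting used strand, whether read pairs were counted once, and whether a batch correction the authors describe for other samples was applied here are not stated. The counts were whole numbers with a different total in each library, from 48315037 to 68933002 in 168FARN and from 66129117 to 103997557 in LLC1. A total of 72 genes in the 168FARN table and 61 in the LLC1 table had the same count above 0 in all 9 libraries, and 27 symbols in each table had been turned into dates by a spreadsheet. Date names were kept as they stood and no result names them. All columns of both tables were used. Symbols were matched to RefSeq annotation of GRCm38.p6, the assembly that mm10 stands for, and 99.3% of the symbols in each table matched. Gene coordinates are from that annotation and are counted from 1.

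Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (13540 of 24455 in 168FARN and 12873 of 24532 in LLC1), libraries were scaled by TMM, and the 9 libraries of a line were fitted in 1 model with a mean for each group. The 3 contrasts per line were tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. CPM values were computed from the deposited counts, as counts scaled to a common library size with the TMM-scaled totals of the genes kept. Differences between the lines were tested as interaction terms in a joint edgeR fit of all 18 libraries over 14365 genes. A gene counted as opposed when its change from cells alone to WT coculture and its change from WT to sgPrrx1 coculture both passed the threshold with opposite signs. The WT libraries enter both changes, so noise in them favours opposite signs.

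The study scored gene sets with GSVA, a score per library that needs no groups. The study's own set files were not used here, and a set below can share its name with a set of the study. In their place, 7 lists of genes and 7 Reactome sets from fgsea 1.28.0 were tested with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01 and at least 5 genes per set. The 14 sets and 3 contrasts gave 42 tests per line, adjusted together. GSVA scores were computed with gseapy 1.3.1 in Python 3.11.15 (Gaussian kernel on log2 CPM), and groups of 3 were compared with exact two-sided permutation tests in scipy 1.17.1, whose smallest possible p is 0.1. The 10 genes that the study measured by qPCR formed a list that was also adjusted over the list alone.

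The text names Prrx1, the 10 qPCR genes, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall in log2 fold change among those past the threshold, with a mean of at least 100 counts over the 9 libraries and no overlap in CPM between the groups compared. Genes of the gene lists may be named in the closing section. Groupings, tests, this rule, the gene lists and most alternatives were fixed before the data were examined. In places a gene outside the rule is named, and the text says so. Alternatives fixed in advance were DESeq2 1.42.0 with its size factors, RLE scaling, library totals with no scaling factors, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, each replicate number left out, only the 2 groups compared in the fit, an added threshold of 1 on the absolute log2 fold change, estimated inter-gene correlations and GSVA. Another 3 alternatives were chosen after seeing the data: leaving out LLC1 sgPrrx1 replicate 3, limma voom with sample quality weights, and an offset for transcript length and GC content in each library. The offset used the longest protein-coding transcript of each symbol (sequence only), with a length known for 87.5% of the genes tested in 168FARN and 86.8% in LLC1.

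The replicate numbers in the sample titles are shared by the groups, so a fit with the replicate number as a block was set beside each result. Whether the numbers pair the libraries was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. Other splits of the 6 libraries of a comparison into groups of 3 were refitted, 10 splits in all, of which 4 part all 3 same-numbered pairs as the real split does.

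The procedure was tested on simulated data made from the real means and totals with 200 changed genes. Data were drawn once per line, with the median dispersion for every gene and no library set apart. The false shares may therefore not hold for the real data, where more genes changed and an LLC1 library lay apart. In 168FARN (13540 genes simulated) edgeR recovered 100% of the changed genes and 6.54% of its calls were false. In LLC1 (12873 genes simulated) it recovered 90% with 4.76% false. DESeq2 made 8.26% and 14.6% false calls and voom 4.76% and 5.32%. Camera found the set that had been changed in each line and called 0 of 20 random sets.

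A count of 3 was taken as the floor, which was 0.0435 to 0.0621 CPM in 168FARN and 0.0288 to 0.0454 CPM in LLC1. A fold written as at least N-fold, against a group whose libraries were all at or under the floor, was computed against the floor and is a lower bound. Log2 fold changes, and means of them over gene sets, are edgeR's estimates with its default prior count. Where a group was at or under the floor, their size depends on that prior count and is not a measured fold. For genes singled out in the closing section, log2 changes were also computed after seeing the data from mean CPM raised to the floor, with none given where both groups were at or under it. Reads carry no molecular identifiers, so floors cover counting error only. Reads of near-identical gene copies cannot be placed with certainty in these counts, and genes affected are named as uncertain.

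Some tests in the closing section were rebuilt. The first selection of genes silent in a line was circular, and it was replaced after its result had been seen. A test for reads that move between near-identical copies was run in 2 versions, and both are reported. The share of changed genes among genes expressed in cells alone was first read as evidence against carried-over RNA. After its values were seen it was judged unable to decide, since mixing shifts expressed genes as well.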

Results

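The data were read counts of sorted cancer cells from 2 lines, with 3 libraries each for cells alone, for WT coculture and for sgPrrx1 coculture. Total counts per library ran from 48315037 to 68933002 in 168FARN and from 66129117 to 103997557 in LLC1. Every pair of replicates differed by more than sampling noise, and the chi-square per degree of freedom was at least 10.6 in 168FARN and at least 25.7 in LLC1. The biological coefficient of variation was 0.0728 in 168FARN and 0.228 in LLC1. In a principal component analysis of the 9 libraries of 168FARN, the first component held 64.1% of the variance and the 3 groups lay apart. In LLC1 the first component held 39.6%, and the sgPrrx1 replicate 3 library had a score of 95.4 on it, against scores from -25.6 to -1.02 for the other 8 libraries. Its correlation with its 2 replicates was 0.949 and 0.950, while those replicates correlated with each other at 0.991. Without that library, the LLC1 coefficient of variation was 0.112. The labels give no reason to leave it out, so it was kept, and the counts without it are given beside those with it.

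**Figure D1:**
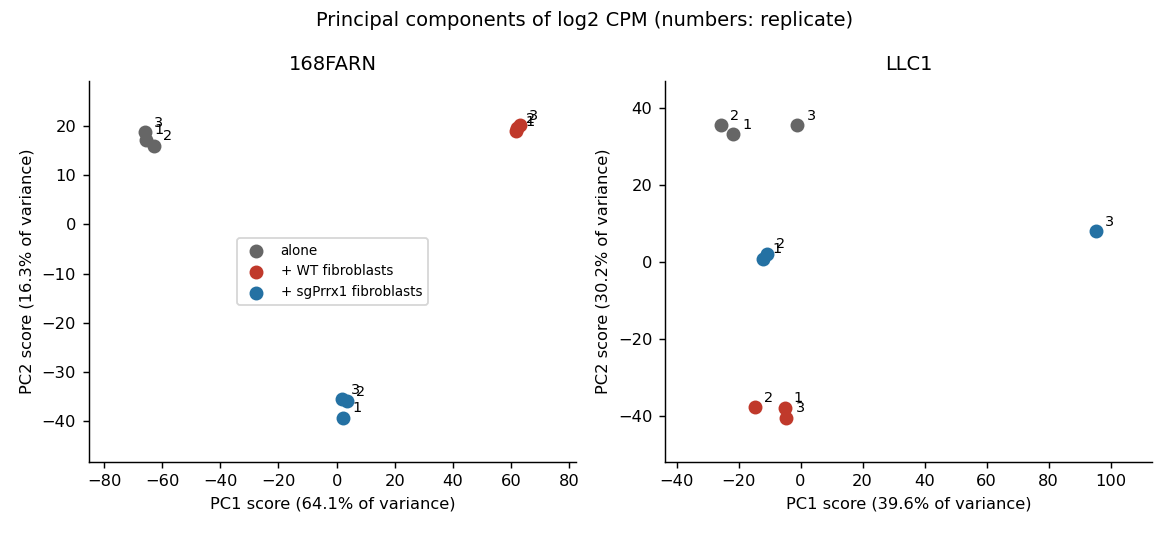
Scores of each library on the first and second principal components of log2 CPM, for 168FARN (left) and LLC1 (right), with points coloured by group and numbered by replicate. In LLC1, sgPrrx1 replicate 3 sits at 95.4 on the first component, apart from the other 8 libraries.

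Prrx1 (chromosome 1, 163245119 to 163315145, GRCm38) was deleted in the fibroblasts and not in the cancer cells. In libraries 1 to 3 of 168FARN it was at 87.2, 87.7 and 89.7 CPM alone, 127.5, 128.2 and 130.1 CPM in WT coculture and 113.1, 112.4 and 110.9 CPM in sgPrrx1 coculture. In those of LLC1 it was at 212, 227 and 179 CPM alone, 217, 226 and 213 CPM in WT coculture and 204, 215 and 114 CPM in sgPrrx1 coculture, and the lowest value was that of sgPrrx1 replicate 3. The 168FARN means were 88.2 ± 1.30 CPM alone (SD, n = 3), 128.6 ± 1.32 CPM in WT coculture and 112.1 ± 1.12 CPM in sgPrrx1 coculture. Its log2 fold change was 0.54 (SE 0.0260) from alone to WT coculture, with an adjusted p of 1.80e-08 by edgeR's quasi-likelihood test, and -0.20 (SE 0.0259) from WT to sgPrrx1 coculture, with an adjusted p of 5.90e-05. In LLC1 it was at 206 ± 24.5 CPM alone, 218 ± 6.63 CPM in WT coculture and 177 ± 55.6 CPM in sgPrrx1 coculture. None of the 3 LLC1 comparisons passed the threshold for Prrx1, with adjusted p values of 0.873, 0.570 and 0.607 in edgeR.

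**Figure D2:**
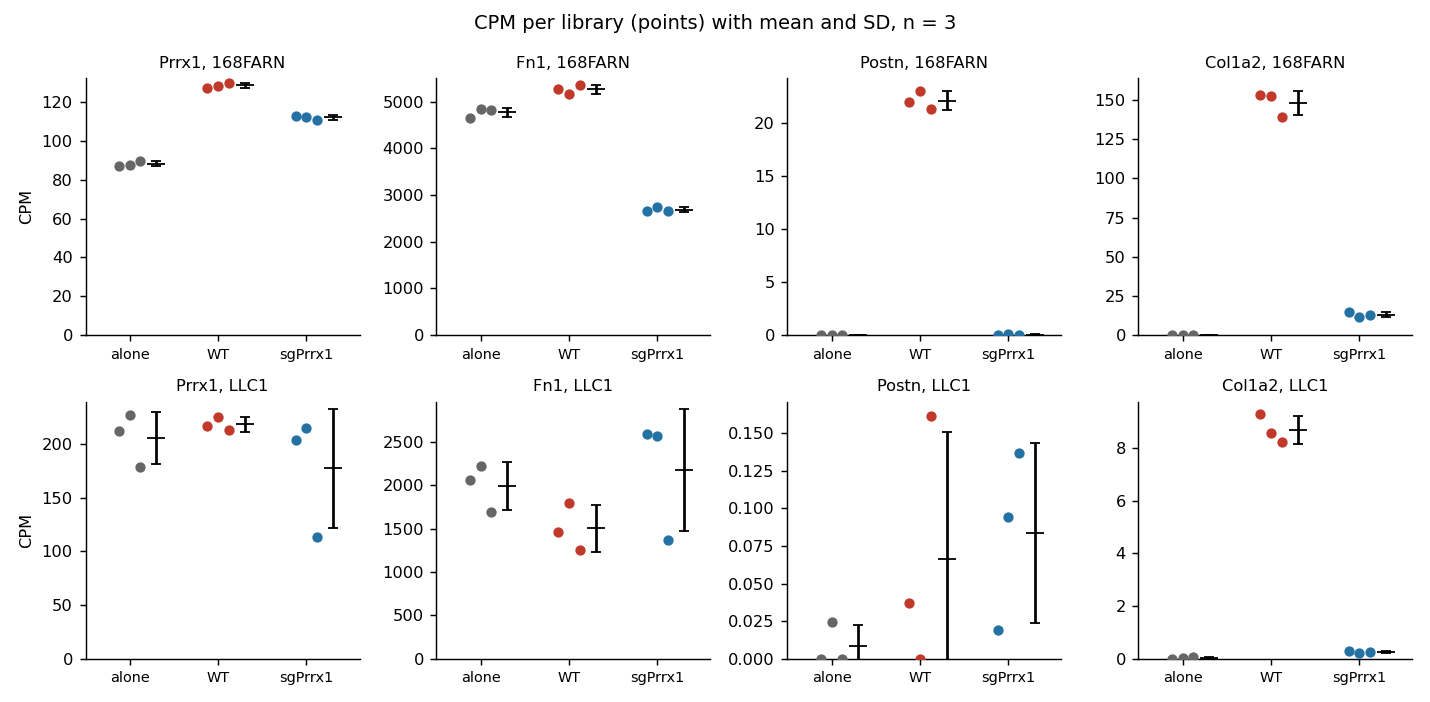
CPM of Prrx1, Fn1, Postn and Col1a2 in each library (points, vertical axis) of cells alone, WT coculture and sgPrrx1 coculture, with the mean and SD of 3 libraries beside them, for 168FARN (top) and LLC1 (bottom), each panel on its own scale from 0. Postn in 168FARN was at 0 CPM alone and at 22.1 CPM in WT coculture, and Col1a2 in LLC1 was at 8.68 CPM in WT coculture and 0.264 CPM in sgPrrx1 coculture.

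The first question was whether the RNA of the sorted cells differed after coculture with WT fibroblasts. RNA of fibroblasts that stayed in the sorted cells could contribute to such differences, here and in the comparisons below. In 168FARN, 8676 of 13540 genes passed the threshold in edgeR, 4521 higher and 4155 lower than in cells alone. With the replicate number as a block the count was 8553, and the deviations of same-numbered 168FARN libraries correlated at -0.00870 on average. The alternative that moved the count most was the added threshold of 1 on the absolute log2 fold change, with 1378 genes. The groups did not overlap in CPM for 68.3% of the genes tested, where chance gives 10%. The largest rises were in Fstl1 (chromosome 16, 37777055 to 37836516), Tmsb4x (chromosome X, 167207093 to 167213479) and Tnc (chromosome 4, 63959785 to 64047015). Each of these had 0 counts in all 3 libraries of cells alone. Fstl1 reached 64.1 ± 0.432 CPM (SD, n = 3) in WT coculture, at least 1151-fold higher, with an adjusted p of 5.18e-12 in edgeR. Tmsb4x reached 34.1 ± 0.891 CPM and Tnc 29.4 ± 1.42 CPM, at least 612-fold and 529-fold higher. The largest falls were in Rassf4 (chromosome 6, 116633008 to 116673836), P2rx1 (chromosome 11, 72999056 to 73015200) and Ptgds (chromosome 2, 25466709 to 25470110). Their log2 fold changes were -3.92 for Rassf4, -3.85 for P2rx1 and -3.81 for Ptgds, the last from 52.2 ± 0.185 to 3.70 ± 0.184 CPM with an adjusted p of 1.16e-12 in edgeR.

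Coculture with sgPrrx1 fibroblasts changed 6735 genes of 168FARN against cells alone in edgeR, 3477 higher and 3258 lower, and 6654 with the replicate block, for which the pairing check is the value of -0.00870 given for this line. The largest rise was listed for Atp6v0c-ps2 (chromosome 6, 37805975 to 37807107), at 152 ± 132 CPM (SD, n = 3) against at most 1 count in each library alone. That gene is a near-identical copy of Atp6v0c, its counts in sgPrrx1 coculture ran from 2 to 13610, and the rise is uncertain. Fstl1 rose to 5.26 ± 0.332 CPM, at least 94.5-fold higher than alone, and Slc25a4 (chromosome 8, 46207168 to 46211062) rose from 0 counts to 4.76 ± 0.612 CPM, at least 85.6-fold higher. The largest falls were in Lama4 (chromosome 10, 38965515 to 39110188), Agt (chromosome 8, 124556587 to 124569706) and Rassf4, with log2 fold changes of -5.08, -4.05 and -3.16 and adjusted p values in edgeR of 4.91e-08, 1.14e-09 and 4.78e-07.

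The next comparison addressed whether the response of the cancer cells depended on Prrx1 in the fibroblasts, and set sgPrrx1 against WT coculture. In 168FARN 8130 genes passed the threshold in edgeR, 3649 higher and 4481 lower in sgPrrx1 coculture, and 8044 with the replicate block (pairing check -0.00870). Ifit1bl1 (chromosome 19, 34592888 to 34662981) rose by 2.48 on the log2 scale, Ms4a4d (chromosome 19, 11536794 to 11558466) by 2.26 and Gm4951 (chromosome 18, 60212004 to 60248440) by 2.17, with adjusted p values of 2.81e-07, 4.24e-06 and 4.76e-06 in edgeR. Pygl (chromosome 12, 70190815 to 70227683) went from 4.98 ± 0.172 CPM (SD, n = 3) to 0 counts in every sgPrrx1 library, at least 94.0-fold lower. Postn (chromosome 3, 54359267 to 54391041) fell from 22.1 ± 0.891 to 0.0223 ± 0.0386 CPM and Tmsb4x from 34.1 ± 0.891 to 0.162 ± 0.0782 CPM. Of the genes tested, 5728 were opposed, 3107 of them higher and 2621 lower in WT coculture than alone, and 5675 with the replicate block. The added threshold of 1 on the log2 scale moved the opposed count most, to 617.

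A list of 10 genes with qPCR primers in the study was examined next. Of these, 9 were tested in 168FARN, and 8 passed the threshold between WT coculture and cells alone, over all genes and over the list alone. With the replicate block the count was 8 (pairing check -0.00870). It fell most, to 3, with at least 10 counts required in every library, a filter that removes genes absent from cells alone. Postn, Wnt5a (chromosome 14, 28504543 to 28527448), Igf1 (chromosome 10, 87858265 to 87937047) and Adamts2 (chromosome 11, 50602085 to 50807573) had 0 counts in cells alone. In WT coculture they were at 22.1 ± 0.891, 0.640 ± 0.151, 0.521 ± 0.0824 and 2.09 ± 0.0940 CPM (SD, n = 3), at least 398-, 11.5-, 9.36- and 37.5-fold higher. In sgPrrx1 coculture, Wnt5a and Igf1 had 0 counts, and Postn and Adamts2 had at most 4. Fn1 (chromosome 1, 71585473 to 71653280) was at 4769 ± 99.1 CPM alone, 5263 ± 97.9 CPM in WT coculture and 2688 ± 57.1 CPM in sgPrrx1 coculture. Its log2 fold change was 0.14 (SE 0.0193) in WT coculture and -0.97 (SE 0.0195) from WT to sgPrrx1 coculture, with adjusted p values of 6.62e-05 and 1.05e-10 in edgeR.

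Of the remaining qPCR genes in 168FARN, Vim (chromosome 2, 13574311 to 13582826) had a log2 fold change of 0.32 in WT coculture and -0.06 from there to sgPrrx1 coculture, the latter with an adjusted p of 0.0279 in edgeR (0.000266 to 0.186 over the alternatives). Tgfb2 (chromosome 1, 186622787 to 186709697) had log2 fold changes of 1.53 (SE 0.326) and -3.68 (SE 0.410). Tgfb1 (chromosome 7, 25687002 to 25705077) had a log2 fold change of 0.30 (SE 0.0494) in WT coculture, and its change of -0.11 to sgPrrx1 coculture did not pass over all genes (adjusted p 0.0717 in edgeR) while it passed over the list (0.0452). Aldh1a3 (chromosome 7, 66390892 to 66427477) did not pass in WT coculture (adjusted p 0.103 in edgeR) and was higher in sgPrrx1 than in WT coculture, with a log2 fold change of 1.08 (SE 0.232). Cdh1 (chromosome 8, 106603350 to 106670247) was not tested, with at most 3 counts in any 168FARN library.

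In LLC1, 1137 of 12873 genes passed the threshold in edgeR between WT coculture and cells alone, 547 higher and 590 lower, and 1028 with the replicate block. The deviations of same-numbered LLC1 libraries correlated at 0.151 on average, and at 0.266 between the alone and sgPrrx1 groups. Without sgPrrx1 replicate 3, an alternative chosen after seeing the data, 5779 genes passed. All 1137 genes were among them, with the same sign. The alternative with the highest count was limma voom with sample quality weights, with 7549 genes, and the fits without replicate 1 or without replicate 2 gave 0 genes each, with 1219 and 1352 genes at an unadjusted p under 0.05. The largest rises were listed for Prl2c4, Kdr (chromosome 5, 75932827 to 75979072) and Col1a2 (chromosome 6, 4505618 to 4541543). Prl2c4 belongs to a family of near-identical copies, has no position in the annotation used, and is uncertain. Kdr went from at most 3 counts to 6.04 ± 0.497 CPM (SD, n = 3), at least 158-fold higher, and Col1a2 rose by 8.14 on the log2 scale to 8.68 ± 0.538 CPM. Hes1 (chromosome 16, 30065357 to 30067796) went from 23.9 ± 1.21 to 5.95 ± 0.871 CPM, and Fos (chromosome 12, 85473890 to 85477274) from 192 ± 2.58 to 55.1 ± 1.85 CPM. Ccl20 (chromosome 1, 83116766 to 83119167) had a log2 fold change of -1.76 (SE 0.112). Each of these falls had an adjusted p of 0.000220 in edgeR.

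Against cells alone, sgPrrx1 coculture of LLC1 changed 556 genes in edgeR, 259 higher and 297 lower, and 381 with the replicate block (pairing check 0.151). Without sgPrrx1 replicate 3 the count was 3495 and held all 556 genes with the same sign. Prl2c4, with the same uncertainty, Acsbg1 (chromosome 9, 54604886 to 54661885) and Fbln2 (chromosome 6, 91212460 to 91272540) rose most, Acsbg1 by 4.87 and Fbln2 by 4.23 on the log2 scale. Hes1, Ccl20 and Btn1a1 (chromosome 13, 23456984 to 23465914) had log2 fold changes of -2.11, -1.89 and -1.74, with adjusted p values in edgeR of 0.000285, 0.000285 and 0.0203.

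Between sgPrrx1 and WT coculture of LLC1, 7 genes passed the threshold in edgeR, 0 higher and 7 lower, with 1545 at an unadjusted p under 0.05, and 2 passed with the replicate block (pairing check 0.151). Without sgPrrx1 replicate 3 the count was 745, 385 higher and 360 lower, and it held all 7. Of those 7, the rule for named genes left Col1a2, Col1a1 (chromosome 11, 94936224 to 94953042) and Fbln2 as the largest falls and no gene as a rise. Their log2 fold changes were -5.02, -3.67 and -3.21, to 0.264 ± 0.0443 CPM (SD, n = 3) for Col1a2, 0.681 ± 0.147 CPM for Col1a1 and 0.655 ± 0.0121 CPM for Fbln2, with adjusted p values of 0.00361, 0.00540 and 0.0398 in edgeR. Over the alternatives, the highest adjusted p was 0.558 for each of Col1a2, Col1a1 and Fbln2. All 7 were opposed genes, and 2 were with the replicate block. Of the 10 qPCR genes, 6 were tested in LLC1 and 1 passed the threshold in WT coculture, Adamts2, from 0 counts to 0.294 ± 0.0466 CPM, at least 7.70-fold higher (adjusted p 0.0197 in edgeR over all genes and 0.00507 over the list, and 2.01e-05 to 0.386 over the alternatives). With the replicate block the count was 1 as well. Without sgPrrx1 replicate 3 it was 6 of 7 tested over the list alone, 4 higher in WT coculture (Wnt5a, Adamts2, Aldh1a3 and Tgfb2) and 2 lower (Fn1 and Tgfb1). Of these, Wnt5a did not pass over all genes in that setting (adjusted p 0.0508 in edgeR, and 0.00688 to 0.917 over the alternatives). With all libraries, Fn1 was at 1994 ± 274 CPM alone (SD, n = 3), 1505 ± 271 CPM in WT coculture and 2176 ± 702 CPM in sgPrrx1 coculture. Its log2 fold change of -0.41 (SE 0.253) from alone to WT coculture did not pass (adjusted p 0.380 in edgeR, 0.00137 to 0.873 over the alternatives), and the interaction with 168FARN, where Fn1 rose, did not pass either (0.54, adjusted p 0.158 in edgeR). Tgfb1 went from 128 ± 7.57 to 102.2 ± 2.38 CPM and Vim from 2993 ± 167 to 2804 ± 115 CPM, and neither passed.

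**Figure D3:**
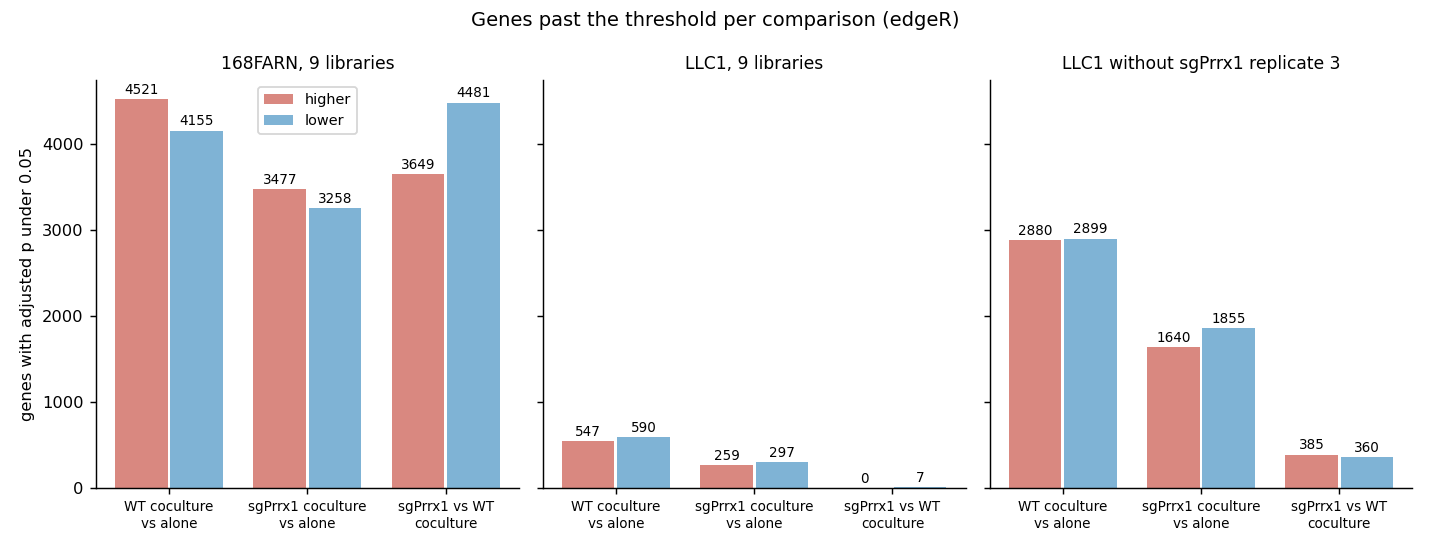
Number of genes with an adjusted p under 0.05 in edgeR (vertical axis), higher and lower in the first-named group, for each comparison in 168FARN, in LLC1 and in LLC1 without sgPrrx1 replicate 3, a setting chosen after seeing the data. The LLC1 bars for WT coculture against alone rose from 547 and 590 genes to 2880 and 2899 without that library.

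Gene sets were compared to ask whether programmes differed between the groups. These included epithelial-mesenchymal transition (EMT), the shift of epithelial cells to a mesenchymal state, and glycolysis. Carried-over fibroblast RNA could raise such sets without a change in the cancer cells, as taken up in the closing section. In 168FARN, 23 of 42 set tests passed the threshold with camera and 24 with the replicate block (pairing check -0.00870). The alternative that moved this count most was estimating the inter-gene correlation of each set, with 12. The 30 mesenchymal genes were higher in WT coculture than alone by a mean of 3.51 on the log2 scale (adjusted p 1.60e-11 with camera, 5.66e-11 with the block, 1.48e-15 to 0.0110 over the alternatives) and lower in sgPrrx1 than in WT coculture by a mean of -2.09 (adjusted p 5.70e-11). The 22 fibroblast identity genes were higher by a mean of 3.85 and then lower by -2.20 (adjusted p 1.81e-09 for both). The 21 glycolysis genes were higher by 0.53 and then lower by -0.32, with adjusted p values of 2.19e-05 and 0.000432 with camera, and this did not pass under 1 of 10 alternatives in either comparison. The 108 Reactome interferon signalling genes were higher in sgPrrx1 coculture than alone by 0.35 (adjusted p 0.000131) and than in WT coculture by 0.15 (adjusted p 0.0188), and both passed under all 10 alternatives. Proliferation genes did not pass in any of the 3 comparisons.

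In LLC1, 8 of 42 set tests passed with camera and 7 with the replicate block (pairing check 0.151). The 29 mesenchymal genes were higher in WT coculture than alone by a mean of 1.06 (adjusted p 0.00589 with camera, 0.0169 with the block, 0.000202 to 0.324 over the alternatives) and lower in sgPrrx1 than in WT coculture by -0.74 (adjusted p 0.00589 with camera, 0.0127 with the block, 0.000127 to 0.627 over the alternatives). The 94 Reactome interferon signalling genes were lower in WT coculture than alone by a mean of -0.31 (adjusted p 0.00589), and the 391 Reactome mitotic cell cycle genes were higher by 0.13 (adjusted p 0.00691), both under all 11 alternatives. The same sets passed in sgPrrx1 coculture against alone. The interferon genes were lower by camera with a mean of -0.01 (adjusted p 0.00902, 0.0184 with the block, 0.000911 to 0.0744 over the alternatives), and the mitotic cell cycle genes were higher by 0.12 (adjusted p 0.0204, 0.0184 with the block, 0.00163 to 0.0744 over the alternatives). The 24 proliferation genes were higher by 0.20 in that comparison (adjusted p 0.00888 with camera, 0.0169 with the block, 0.00191 to 0.0919 over the alternatives), and did not pass in WT coculture against alone (adjusted p 0.0947, 0.0268 to 0.197 over the alternatives). The 19 fibroblast identity genes did not pass in WT coculture against alone (mean 1.15, adjusted p 0.388 with camera, 0.538 with the block, 0.0744 to 0.812 over the alternatives). Nor did they pass in sgPrrx1 against WT coculture (mean -0.52, adjusted p 0.873 with camera, 0.753 with the block, 0.00588 to 0.985 over the alternatives). They were higher in sgPrrx1 coculture than alone by a mean of 0.64 (adjusted p 0.0208 with camera, 0.0820 with the block, 0.0190 to 0.260 over the alternatives). GSVA scores could not reach an exact permutation p under 0.1 with 3 libraries against 3. In 168FARN, scores of 12 of 14 sets were higher in WT coculture than alone with no overlap between the groups, and 0 were lower. In sgPrrx1 against WT coculture, 10 of 14 were lower and 2 were higher, those of Reactome mitotic cell cycle and interferon signalling. In sgPrrx1 coculture against alone, 10 of 14 were higher and 3 were lower. The lower mean scores were those of collagen formation (-0.367 against -0.0894), extracellular matrix organization (-0.322 against -0.130) and integrin interactions (-0.318 against -0.119). Camera did not pass these 3 sets in that comparison. In LLC1, 3 of 14 were higher and 4 lower in WT coculture than alone, and 4 were higher and 2 lower in sgPrrx1 coculture than alone. Between sgPrrx1 and WT coculture of LLC1, 3 were higher and 4 lower. Chance gives no overlap, in either direction, for 10% of sets.

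**Figure D4:**
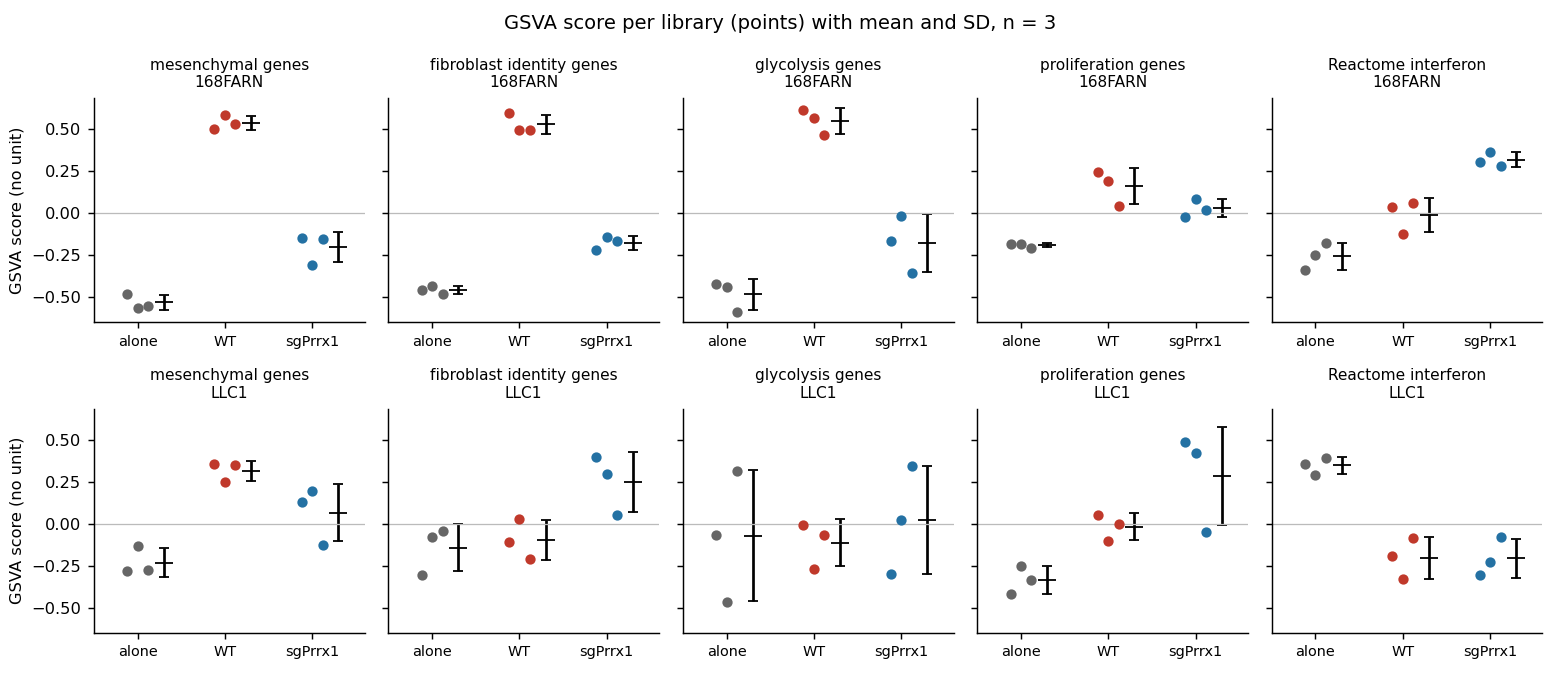
GSVA scores (vertical axis, no unit) of 5 gene sets, chosen for display after their values were seen, in each library (points) of cells alone, WT coculture and sgPrrx1 coculture, with the mean and SD of 3 libraries, for 168FARN (top) and LLC1 (bottom). The mesenchymal score of 168FARN had a mean of -0.529 alone, 0.539 in WT coculture and -0.201 in sgPrrx1 coculture, and that of LLC1 -0.229, 0.318 and 0.0683.

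The last comparisons were between the lines, whose fibroblasts also differed, so line and fibroblast cannot be told apart. The change from alone to WT coculture differed between the lines in 4229 of 14365 genes, and the change from WT to sgPrrx1 coculture in 2771, by the interaction terms of the joint edgeR fit. With the replicate block the counts were 4655 and 3177 (pairing checks -0.00870 and 0.151). The largest counts were given by limma voom with sample quality weights, 8714 and 7886. A total of 357 genes changed the same way in both lines from alone to WT coculture, 213 higher and 144 lower, while 440 changed in opposite ways where 355 the same way and 356 in opposite ways would be expected if the lines were independent. With the added threshold of 1 on the log2 scale the order was the other way, with 114 genes changed the same way and 31 in opposite ways. With the replicate block 292 genes changed the same way and 436 in opposite ways. The fits without replicate 1 or without replicate 2 gave 0, since 0 LLC1 genes passed in them (1219 and 1352 at an unadjusted p under 0.05), and voom gave 1791.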

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

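The tests by other splits of the libraries, by fibroblast transcription factors rising in WT coculture, and by their fall in sgPrrx1 coculture were chosen in advance, and all other tests in this part were chosen only after the result was seen. The difference between the lines is singled out because the same contrast was tested in both lines by an interaction term. Differences below are the log2 fold change in 168FARN minus that in LLC1.

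The change from cells alone to WT coculture differed between the lines in 4229 of 14365 genes, and the change from WT to sgPrrx1 coculture in 2771. Depth was tested by thinning every library to the smallest total, and 4122 and 2704 genes still passed, so depth does not account for these counts. Of the 16 combinations of pair-parting splits of both lines, 1, the real one, gave as many genes for either contrast. Others gave up to 1419 and 2466, because a combination can keep the real groups of 1 line. With 16 combinations the share cannot go below 0.05, so this test cannot decide. Fibroblast RNA carried over in different amounts was tested by the share of calls that are genes at 10 CPM or more alone in both lines. That share was 62.3% and 66.0%, against 57.8% of all genes tested. It was judged unable to decide after it was seen, because carried-over RNA also shifts expressed genes. The lines were cocultured with different fibroblasts, so line and fibroblast cannot be told apart.

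By camera on the joint fit, 16 of 28 gene set results differed between the lines. From alone to WT coculture the mean log2 differences were 2.40 for fibroblast identity genes, 2.42 for mesenchymal genes, 0.41 for glycolysis genes, 0.74 for Reactome extracellular matrix organization, 0.77 for collagen formation, 0.64 for integrin interactions, -0.12 for mitotic cell cycle and 0.37 for interferon signalling. From WT to sgPrrx1 coculture they were -1.55 for fibroblast identity genes, -1.37 for mesenchymal genes, -3.43 for the qPCR genes, -0.32 for glycolysis genes, -0.51 for extracellular matrix organization, -0.63 for collagen formation, -0.49 for integrin interactions and -0.26 for Reactome glycolysis. The adjusted p values with camera ran from 9.13e-09 to 0.0354. LLC1 cells alone already expressed several of the fibroblast identity genes, which limits how far that set could rise there.

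Of the 33 named gene results, 25 (19 genes) differed between the lines by the interaction term. From alone to WT coculture the differences were 14.82 for Fstl1, 13.30 for Tmsb4x, 11.78 for Tnc, -7.58 for P2rx1, -17.63 for Prl2c4, -8.56 for Kdr, 2.30 for Col1a2, 2.19 for Hes1, 2.04 for Fos and -1.11 for Ccl20. From alone to sgPrrx1 coculture they were 11.46 for Fstl1, 11.004 for Slc25a4, -8.04 for Lama4, -7.28 for Agt, -17.17 for Prl2c4, -3.00 for Acsbg1, -3.05 for Fbln2, 2.31 for Hes1 and 1.17 for Ccl20. From WT to sgPrrx1 coculture they were 2.75 for Ifit1bl1, 2.11 for Ms4a4d, 2.51 for Gm4951, -9.91 for Postn, -7.52 for Tmsb4x and 1.504 for Col1a2.

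Several of these differences reflect levels near the floor in 1 line or in both. There they are edgeR's estimates, whose size depends on its prior count. Fstl1, Tmsb4x, Slc25a4 and Tnc had 0 counts in 168FARN alone and were at 139 ± 3.69, 48.7 ± 3.97, 311 ± 21.98 and 0.531 ± 0.227 CPM (SD, n = 3) in LLC1 alone. With mean CPM raised to the floor, the differences from alone to WT coculture were at least 9.95 for Fstl1, 8.44 for Tmsb4x and 6.91 for Tnc. From alone to sgPrrx1 coculture they were at least 6.59 for Fstl1 and 6.11 for Slc25a4. P2rx1, Lama4, Prl2c4 and Kdr were at or under the floor in LLC1 alone, and Agt had at most 5 counts there. Computed in the same way, from alone to WT coculture the difference was -7.23 or lower for Kdr. Prl2c4 was at -14.81 or lower, and at -14.55 or lower from alone to sgPrrx1 coculture. Lama4 was at or under the floor in both LLC1 groups, and the mean CPM of P2rx1 was under it in both, with at most 5 counts in a WT library. Neither difference has a measured size. Kdr had at most 12 counts in any 168FARN library. Postn had at most 4 counts in 168FARN sgPrrx1 coculture and at most 12 in any LLC1 library. With mean CPM raised to the floor, its difference from WT to sgPrrx1 coculture was -9.04. Prl2c4 had from 2 to 2585 counts in the 3 libraries of 168FARN alone, belongs to a family of near-identical copies, and is uncertain.

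Candidate explanations for the rise of fibroblast genes in WT coculture, and for its difference between the lines, are RNA of fibroblasts that stayed in the sorted cells and a response of the cancer cells. Listed fibroblast transcription factors at the floor in cells alone were above it in every WT library in 4 of 6 cases in 168FARN (Ebf2, En1, Hoxc8 and Meox2), against 4.60% of all 9947 genes at the floor alone (one-sided Fisher exact p 6.18e-05). In LLC1 this held for 2 of 9 (Hoxc8 and Hoxc10), against 2.15% of 10743 (one-sided Fisher exact p 0.0150). Xist, a transcript of female cells, had at least 1160 counts in the 168FARN WT libraries, against at most 29 alone and from 135 to 203 in sgPrrx1 coculture. In LLC1 its lowest WT count was 4, against at most 8 alone, which decides nothing. These results are what carried-over fibroblast RNA would give, so the rises cannot be told apart from it.

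Dilution of cancer-cell RNA could lower a gene by over 1 on the log2 scale only if over 50% of the RNA came from other cells. In WT coculture 314 of the 4155 genes lower in 168FARN (7.56%) and 100 of the 590 in LLC1 (16.9%) fell by more than that. Dilution by less than that share does not account for these larger falls, while it may contribute to smaller ones. Examples are P2rx1 in 168FARN, from 31.5 ± 0.741 to 2.18 ± 0.0937 CPM (SD, n = 3), and Hes1 in LLC1, from 23.9 ± 1.21 to 5.95 ± 0.871 CPM. For these larger falls a response of the cancer cells is the explanation left of those weighed here, as a hypothesis. Effects of sorting or handling that differ between cells alone and coculture were not tested.

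For the lower fibroblast genes in sgPrrx1 coculture, a smaller carry-over is a candidate explanation. In LLC1 the 19 fibroblast identity genes as a whole did not pass as lower. LLC1 cells alone already expressed several of them, such as Col3a1 at 1579 CPM, Col5a1 at 194 CPM and Fbln1 at 75.4 CPM. The set as a whole therefore cannot decide on carry-over in LLC1. Their mean log2 fold change from WT to sgPrrx1 coculture was -0.52, camera gave the direction as up with an adjusted p of 0.873 (0.753 with the replicate block, pairing check 0.151, and 0.00588 to 0.985 over the alternatives), and their GSVA score was higher, at 0.250 ± 0.179 against -0.0941 ± 0.118 (SD, n = 3, exact permutation p 0.1, the smallest possible). The 12 fibroblast transcription factors tested in LLC1 had a mean log2 fold change of -1.39. Camera gave them as down without passing (adjusted p 0.0976, 0.211 with the replicate block, 0.0131 to 0.789 over the alternatives). Their GSVA score was lower without overlap, at -0.305 ± 0.0722 against 0.0312 ± 0.0883 (SD, n = 3, exact permutation p 0.1). The next medians cover only genes that had risen in WT coculture. That choice uses the same WT libraries and favours a fall. The listed transcription factors that had risen in WT coculture had a median log2 fold change of -1.82 from WT to sgPrrx1 coculture in 168FARN (9 genes, all lower), against -2.87 for the 13 other fibroblast identity genes that had risen. In LLC1 it was -7.41 (3 genes, all lower) against -3.44 for 4 such genes. The value of -7.41 is edgeR's estimate for Hoxc8, which had 0 counts in sgPrrx1 coculture, as did Hoxc10. Against the floor, these were at least 7.45-fold and 13.5-fold lower. With mean CPM raised to the floor the LLC1 medians were -2.90, a bound, and -3.44. Neither comparison decides whether the lists fell by the same amount. Genes silent in a line alone and expressed in the other line were taken as possible marks of RNA of other cells. They need no fibroblast list, but their expression in the fibroblasts was not checked. Their median log2 ratio was -2.37 in 168FARN (66 of 91 genes used, 63 lower) and -3.30 in LLC1 (27 of 77 used, 25 lower). In LLC1, 1 of the genes used was above the floor in every sgPrrx1 library, against 50 in 168FARN. The LLC1 median is therefore a bound, and the medians do not show which line fell more. Fstl1, Tmsb4x and Slc25a4 meet this definition in 168FARN. Less RNA of other cells would give these ratios, and so would genes switched on in the cancer cells only when fibroblasts have Prrx1. A changed expression in the fibroblasts themselves could also lower carried-over genes, with no smaller carry-over. The paper reports lower myofibroblast-associated genes in both of these fibroblast types after Prrx1 knockdown.

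A smaller carry-over alone could raise a gene of the cancer cells by over 1 on the log2 scale only if over 50% of the WT coculture RNA were lost. Among genes at 10 CPM or more alone that rose in 168FARN sgPrrx1 coculture, 31 of 3050 (1.02%) rose by more, just over the bound of 1% set for this test, so it is a borderline result against that explanation alone. In LLC1 without sgPrrx1 replicate 3 it was 2 of 367 (0.545%), under the bound. Of all genes at 10 CPM or more alone, 70.1% in 168FARN and 0% in LLC1 (0 of 9003, and 6.55% without sgPrrx1 replicate 3) passed between sgPrrx1 and WT coculture. The LLC1 comparison had 1545 genes at an unadjusted p under 0.05. These shares were judged unable to decide after they were seen. In 168FARN a smaller carry-over alone would leave sgPrrx1 coculture between cells alone and WT coculture. The 108 Reactome interferon signalling genes lay above both with camera, by means of 0.35 over alone and 0.15 over WT coculture. If the carried-over RNA was otherwise unchanged, this argues against a smaller carry-over alone for that set. The test by the size of the rises rests on the same condition. The mesenchymal and fibroblast identity genes lay between. For the rises in WT coculture, carry-over and a response of the cancer cells remain hypotheses in both lines. The same holds for the other changes from WT to sgPrrx1 coculture.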

How the results depend on the processing

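The alternatives without LLC1 sgPrrx1 replicate 3, with limma voom, and with the transcript length and GC offset were chosen after seeing the data. All other alternatives were fixed in advance. Where a count changed and no value is given for a reason, the cause was not tested.

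In 168FARN every count stayed within 1.5 times its value under the alternatives run, except as follows. With the added threshold of 1 on the absolute log2 fold change, 1378 genes passed in WT coculture against alone, 981 in sgPrrx1 coculture against alone and 838 in sgPrrx1 against WT coculture, 617 were opposed and 5 qPCR genes passed. All qPCR counts in this part are over the list alone. With at least 10 counts in every library, 3 qPCR genes of 4 tested passed. With estimated inter-gene correlations, 12 set tests passed. Leaving out each replicate number in turn gave from 7405 to 7870, from 5052 to 5751 and from 6684 to 7161 genes in these comparisons, from 4546 to 4943 opposed genes and from 21 to 24 set tests.

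LLC1 counts depended on the processing. The fits that each left out a replicate number gave from 0 to 6457 genes for WT coculture against alone, from 0 to 5143 for sgPrrx1 coculture against alone, from 0 to 2310 for sgPrrx1 against WT coculture, from 0 to 1648 opposed genes, from 5 to 7 set tests and from 1 to 4 qPCR genes. Without replicate 1 and without replicate 2, where the counts were 0, the genes at an unadjusted p under 0.05 were 1219 and 1352, 1189 and 1201, and 444 and 482 in the comparisons. Both fits keep sgPrrx1 replicate 3 and the fit without replicate 3 does not. Leaving out only that library gave 5779, 3495 and 745 genes, 555 opposed genes, 8 set tests and 6 qPCR genes, and lowered the coefficient of variation from 0.228 to 0.112. It held all 1137, 556 and 7 genes with the same sign.

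In LLC1, voom, which weighted that library at 0.0247, gave 7549, 6183 and 4681 genes, 3173 opposed genes and 5 qPCR genes. The length and GC offset gave 3067, 2934 and 39 genes, 32 opposed genes and 4 qPCR genes. DESeq2 gave 2276, 1945 and 504 genes, 324 opposed genes and 2 qPCR genes. Its false share on simulated LLC1 data was 14.6% against 4.76% for edgeR (12873 genes simulated). The simulated data had no library set apart, so these shares may not hold for the real LLC1 data. The share of higher calls went from 46.6% to 56.8% for sgPrrx1 coculture against alone, from 0% to 51.0% for sgPrrx1 against WT coculture, and from 100% to 55.6% for the opposed genes under DESeq2. Only the 2 groups compared in the fit gave 5167, 27 and 11 genes and 5 qPCR genes. The added threshold of 1 gave 330 and 119 genes for the comparisons with cells alone. The replicate block gave 2 genes between sgPrrx1 and WT coculture and 2 opposed genes. With at least 10 counts in every library these were 2 and 2, and 0 of 5 qPCR genes passed (1 at an unadjusted p under 0.05). With all genes of at least 1 count 2 qPCR genes passed, and with estimated inter-gene correlations 4 set tests.

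For the differences between the lines, the fits without a replicate number gave from 1452 to 7516 and from 518 to 6344 genes. Without LLC1 sgPrrx1 replicate 3 they were 7679 and 6517, with voom 8714 and 7886, and with the added threshold of 1 1482 and 737. Genes changed the same way in both lines numbered from 0 to 1389 without a replicate number, 1427 without that library, 1791 with voom, 995 with the offset, 615 with DESeq2, 233 with at least 10 counts in every library and 114 with the added threshold of 1. Genes changed in opposite ways numbered 31 with that threshold, fewer than the same way, and 1052 with the offset. They outnumbered those changed the same way in every other alternative that gave any.

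Of the 33 named gene results, 17 kept direction and side of the threshold under every alternative run for them. The other 16 lost the threshold under at least 1 alternative, in 37 cases, and 0 reversed. The losses were 16 without replicate 1, 16 without replicate 2, 2 with the replicate block, 2 with only the groups compared and 1 with voom. GSVA gave no count to compare, because its exact permutation tests could not go below a p of 0.1. No scaling moved the median log2 fold change of all genes by over 0.1.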

Other observations

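The tests by other splits of the libraries were chosen in advance, and all other tests in this part were chosen only after the result was seen.

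Other splits of the 6 libraries of each comparison were fitted. In each of the 6 comparisons, 1 of the 4 splits that part all same-numbered pairs gave as many genes, and 1 of all 10, in each case the real one. The other splits gave at most 2 genes in 168FARN and 3 in LLC1. For opposed genes, counted over splits of the WT and sgPrrx1 libraries, and for set tests and qPCR genes, counted over splits of the alone and WT libraries, 1 of 4 gave as many in either line, again the real one. These choices matter. Splits of the alone and sgPrrx1 libraries gave up to 3983 opposed genes in 168FARN and up to 4 qPCR genes in LLC1, more than the real 1. For the set tests the other splits of the alone and WT libraries gave from 14 to 19 in 168FARN and from 0 to 2 in LLC1, because the sgPrrx1 libraries stay in place. Splits of the WT and sgPrrx1 libraries gave up to 20 and 9 set tests, and splits of the alone and sgPrrx1 libraries up to 24 and 4. So set counts as large as the real 23 and 8 arise when only 1 pair of groups is mixed. For genes changed the same way in both lines, 1 of 16 combinations gave as many, and the others gave 0. With 3 libraries per group the share cannot fall below 0.1 for a single comparison, so these tests cannot rule out the split arising by accident.

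The WT libraries enter both the coculture change and the sgPrrx1 change, which favours opposite signs. When 1 WT library picked the genes and the other 2 measured the sgPrrx1 change, 84.1% of genes had opposite signs in 168FARN and 68.0% in LLC1, against 84.3% and 77.2% when all were shared. The shares stayed over the bound of 60% set for this test, so noise in shared libraries does not account for the opposite signs alone.

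LLC1 sgPrrx1 replicate 3 took 7.40% of its counts from its 10 largest genes, had a TMM factor of 0.883, and lay apart on the first principal component. Its log2 ratio to its replicates followed transcript length across genes, with a Spearman rho of -0.654, and GC content, with a rho of 0.530. Genes are not independent replicates. The next largest values were 0.616 and -0.502, in a replicate whose ratio is measured against this library. The rho with length was -0.615 in LLC1 alone replicate 3 and -0.447 in WT replicate 3, in the same direction, but the trend was smaller there. Between the 10% of genes with the longest and the 10% with the shortest transcripts, the median log2 ratio differed by -1.998 in sgPrrx1 replicate 3, -0.55 in alone replicate 3 and -0.29 in WT replicate 3. A length or composition effect, as degraded RNA or library preparation may give, is a candidate explanation, and no biological explanation was tested.

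Some genes were present in some replicates of a group and nearly absent in others. Atp6v0c-ps2 in 168FARN sgPrrx1 coculture ran from 2 to 13610 counts, while Atp6v0c ran from 604 to 14119. Rps27 and Rps27rt, chosen after their values were seen, ran from 217 to 30042 and from 255 to 28318 counts in the same libraries. Reads of near-identical copies given to a different copy in each library are a candidate explanation. It was tested by the share of such genes with another gene that keeps their sum steady within every group. That share was 96% of the genes in 168FARN and 98.1% in LLC1, against 88% and 98.1% after shuffling within groups. In a second version, with a partner of similar size that itself varies and without LLC1 sgPrrx1 replicate 3, it was 72% and 86.2%, against 64% and 55.2%. In both versions the shuffled share was over 50% of the real one, the bound set for this test, so it cannot tell for these genes as a group. For the named pairs, chosen after their values were seen, the second version gave Atp6v0c and Atp6v0c-ps2, and Rps27 and Rps27rt, as each other's partner in both lines. After shuffling, Rps27, Rps27rt and Atp6v0c-ps2 had no partner in either line, while Atp6v0c had one in both. The first version gave the same pairs in 168FARN but not in LLC1. Summed over Atp6v0c and Atp6v0c-ps2, the 6 coculture libraries of 168FARN ran from 239 to 242 CPM, while Atp6v0c ran from 11.1 to 239.96 CPM. Rps27 and Rps27rt summed to 478 to 513 CPM in 168FARN sgPrrx1 coculture, while Rps27 ran from 4.53 to 508 CPM. Sums were less steady in LLC1. The Rps27 pair ran from 529 to 784 CPM alone, where Rps27 ran from 3.58 to 781 CPM, and from 562 to 1272 CPM in sgPrrx1 coculture. The Atp6v0c pair ran from 132 to 207 CPM in sgPrrx1 coculture, and both highest sums were in replicate 3. Reads moving between the copies may account for part of the variation of these pairs, which remains a hypothesis. The reading of the first version in LLC1 was changed to undecided after its value was seen.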
